A study of Mus musculus with 10 samples. Its data were reported in "Interleukin 22 disrupts pancreatic function in newborn mice expressing IL-23" (2019).

How the data were processed

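Jejunum was taken from mice at postnatal day 5 in 2 groups of 5 libraries. WT denotes wild-type C57BL/6 mice. KSR23 denotes mice in which a cassette encoding interleukin-23 (IL-23), a cytokine made of the p19 subunit (gene Il23a) and the p40 subunit (gene Il12b), was switched on in keratinocytes by a cre recombinase driven by the keratin 14 promoter. According to the labels, picogram amounts of total RNA were primed with oligo-dT, copied and amplified by PCR with a low-input kit, fragmented and tagged with a transposase kit, and sequenced as single-end reads of 75 bases. No molecular identifiers were used, so intervals and floors cover counting error only, and PCR copies of one molecule cannot be recognised. The labels name a NextSeq 500 as the sequencer. Groups and replicate numbers were taken from the sample titles, and the pairing of same-numbered libraries used in 1 alternative comes from those numbers alone.

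The deposited values were counts. Per the paper's methods, the authors mapped the reads to the mouse genome build mm10 with TopHat and counted reads per gene with htseq-count, keeping reads that lay strictly within the transcript models of a gene. The deposited counts were whole numbers for 24062 gene symbols per library and were not normalized, filtered or pooled by the authors. Each deposited file also ended with the counter's own totals of reads outside genes, ambiguous reads and reads with more than 1 alignment. Those totals were not used as genes. Reads that mapped to more than 1 place (8.62 to 17.1 M per library) entered no gene, which lowers the counts of genes with near-identical copies. The strand setting of the counting is not stated. If strand was ignored, reads lying within 2 genes on opposite strands were ambiguous and entered neither, which lowers the counts of both. Ambiguous reads came to 0.446 to 1.04 M per library. No column was left unused.

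Library totals ran from 25.5 to 60.9 M counts. A floor of 3 counts corresponded to 0.0492 to 0.118 CPM (counts scaled to a library total of 1 M, where M stands for 1e6), and fold changes against a group whose libraries were all at or under 3 counts are given as lower bounds against that floor. Library totals were scaled with trimmed mean of M-values (TMM) factors in edgeR 4.0.16 (R 4.3.3). Genes with 5 or more counts in at least 1 library were kept (17632 genes). This is one reading of the filter in the paper's methods, and 5 or more counts in every library, the other reading, kept 13181 genes. Negative binomial models with trended and gene-wise dispersions were fitted to the counts of all 10 libraries with the group as the only term, and compared by the likelihood ratio test, the test the study used. The quasi-likelihood F test of edgeR is given beside it. P-values were adjusted by the Benjamini-Hochberg method, and genes at an adjusted p under 0.05 are called differing. The log2 fold changes are KSR23 over WT, with standard errors (SE) from the model. Means ± SD of CPM use TMM-scaled totals.

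Profiles were compared on log2 CPM with a prior count of 2, as the share of the total variance that lay between the groups, and by principal components. For 6 gene lists the score of a library was the mean log2 CPM over the listed genes. Group differences of these measures were tested by two-sided exact permutation over the 252 labelled splits of 10 libraries into 5 and 5, whose smallest possible p is 0.00794, and p-values of the lists were adjusted over the 6 lists. The lists covered the Reg lectin family, epithelial genes commonly induced by IL-22, genes the study named in these data under protein digestion and under very-low-density lipoprotein particles, genes of lipid uptake and chylomicron assembly, and brush border enzymes and transporters. The digestion and lipoprotein lists are the study's own calls on these libraries, so tests on them show no stability.

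Each library was also described as a weighted sum of other libraries of its group. Non-negative weights were fitted by least absolute error of log2(CPM + 0.5) on 5170 genes of odd-numbered autosomes with a mean above 5 CPM, and the error was measured on 3918 genes of even-numbered autosomes and on sex-linked genes, which were not used in the fit. The error that Poisson counting alone would give was simulated from the fitted values.

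Gene positions are 1-based coordinates of build mm10 from the GENCODE mouse M21 annotation, in which 22750 of the 24062 symbols (94.5%) were found. For each gene the share of its 75-base stretches that also occur in another gene was computed, as was its overlap with other annotated genes. The rule for naming genes covered every gene of the fixed lists, and the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among called genes with 5 or more counts in each library of the higher group and no overlap of CPM between the groups.

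The designs, lists, naming rule and first set of alternatives were fixed before the data were examined. These alternatives were the quasi-likelihood test, DESeq2 1.42.0, relative log expression (RLE) size factors, library totals alone, other filters, the replicate number as a block, 1 surrogate variable (sva 3.50.0), another prior count, the median over the genes of a list, and leaving out each library in turn. Added after seeing the data were fits to replicates 1 to 3 alone, counts thinned to the smallest library, an offset for GC content, that offset with the block, the share of Y-linked counts as a covariate, and removal of genes above 1% of counts. Figures were drawn with matplotlib 3.10.9.

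The tests were tested on simulated data, with counts drawn from the means and library totals of these libraries and 200 genes changed by known folds (17080 genes tested). The likelihood ratio test called 66% of the changed genes, and 27.87% of its calls were unchanged genes. The quasi-likelihood test called 55%, with 3.509% of its calls unchanged genes. DESeq2 called 68%, with 25.27% unchanged. No changed gene was called in the wrong direction. With 3 libraries per group the likelihood ratio test called 51% of the changed genes (35.44% of its calls unchanged), and the quasi-likelihood test 24.5% (3.922%). In a simulation without any change, the likelihood ratio test called 11 of 17120 genes when the libraries were independent. It called 2145 of 16910 genes when replicates 4 and 5 of each group were made as weighted sums of replicates 1 to 3, where the quasi-likelihood test called 1170 and the likelihood ratio test on replicates 1 to 3 alone called 10. That simulation was added after the data had been seen.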

Results

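The transcriptome of the jejunum was measured by RNA sequencing in mice at postnatal day 5, to ask how IL-23 made in keratinocytes affects gene expression in the intestine. There were 5 libraries of WT mice and 5 of KSR23 mice. The WT libraries held 30.6, 25.5, 30.6, 32.0 and 26.1 M counts in genes (replicates 1 to 5). The KSR23 libraries held 60.9, 31.2, 31.6, 51.5 and 40.9 M. The mean total was higher in KSR23 (43.2 ± 12.9 M, SD, n = 5) than in WT (29.0 ± 2.97 M, SD, n = 5; two-sided exact permutation p = 0.0238). The number of genes with at least 1 count did not differ beyond the spread between replicates (exact permutation p = 0.357). The 10 most abundant genes took 19.5% ± 3.48 of the counts in WT and 21.4% ± 4.79 in KSR23 (SD, n = 5 each; exact permutation p = 0.492). Apoa4 was the most abundant gene in each WT library, and Reg3b in each KSR23 library.

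To determine if whole profiles separated the groups, log2 CPM of 17632 genes was compared. Of the total variance, 32.0% lay between the groups, where 11.1% is expected by chance, and none of the other splits of the 10 libraries gave as large a share (exact permutation p = 0.00794, the smallest possible). Among the settings tried, restriction to the 500 genes with the largest variance moved this share most, to 54.7%. The first principal component held 37.0% of the variance and its mean did not differ between the groups by an exact permutation test (p = 0.0635). The second held 31.2% and differed in mean (exact permutation p = 0.0238), but KSR23 replicate 3 lay within the range of the WT libraries. The libraries of replicates 1 to 3 alone gave a share of 29.3% (exact permutation p = 0.2, where 3 against 3 cannot go below 0.1). Another split of these libraries gave as large a share. The 11.1% expected by chance holds for 10 libraries and is higher for fewer.

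**Figure D1:**
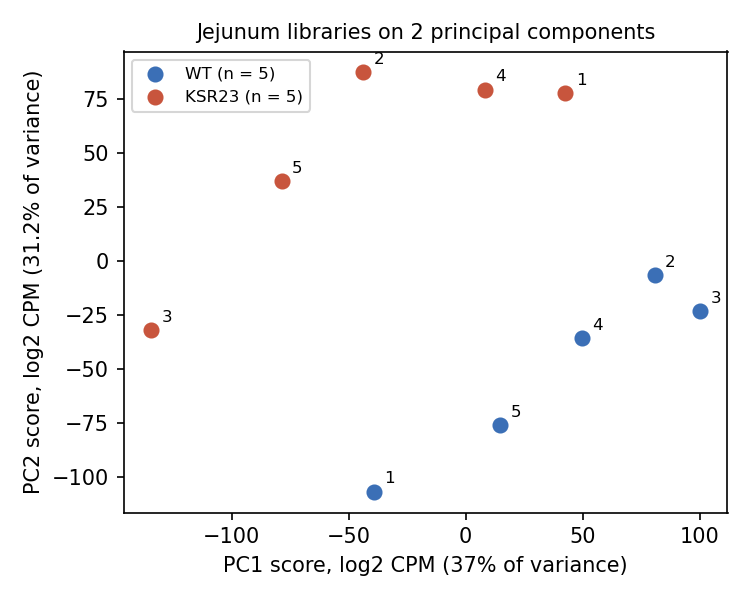
Scores of the 10 libraries on the first principal component (37.0% of variance, horizontal axis) and the second (31.2%, vertical axis) of log2 CPM. Each point is a library with its replicate number, blue for WT and red for KSR23, and the points of replicates 4 and 5 lie between those of replicates 1 to 3 of their group.

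The replicates of a group were compared before they were averaged. Replicates 4 and 5 lay between the other libraries of their group at most genes. If the 5 libraries of a group were exchangeable, each would be the highest or the lowest at 40% of genes. Among 9088 autosomal genes this share was 8.66% for WT replicate 4, 14.6% for WT replicate 5, 12.3% for KSR23 replicate 4 and 12.2% for KSR23 replicate 5, and 49.3% to 68.4% for replicates 1 to 3 of both groups. Weighted sums of the other 4 libraries of the group gave the expression of 3918 genes not used in the fit with a median absolute error of 0.0786, 0.0852, 0.0958 and 0.12 on the log2 scale for these 4 libraries. The error was 0.173 to 0.329 for replicates 1 to 3. The share of those genes that missed the weighted sum by more than 2-fold was at most 0.153% in replicates 4 and 5 and 0.51% to 15.0% in replicates 1 to 3. No library was identical to another. The errors exceeded those of counting noise by 1.98 to 3.66 times in replicates 4 and 5. Because the labels give each library as a separate sample, all 10 were kept in the main comparison, and the values from replicates 1 to 3 alone are given beside it.

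**Figure D2:**
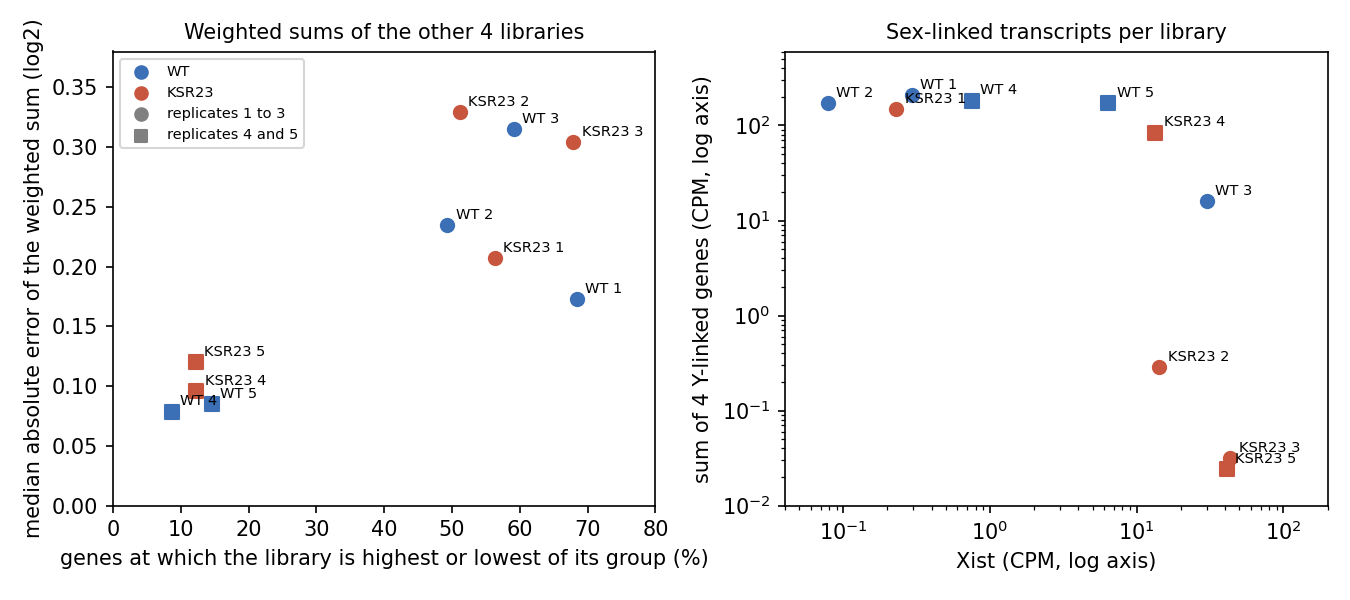
Left, the median absolute error (log2) of each library described as a weighted sum of the other 4 libraries of its group against the percentage of genes at which it was the highest or lowest of the group; right, CPM of Xist (horizontal, log axis) and of 4 Y-linked genes summed (vertical, log axis). Each point is a library (circles, replicates 1 to 3; squares, replicates 4 and 5), and the squares sit at errors of 0.0786 to 0.12 and the circles at 0.173 to 0.329.

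Transcripts of both sexes were present in both groups. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 6347, 4361, 492, 5831 and 4471 counts in WT replicates 1 to 5, and 9035, 9, 1, 4330 and 1 in KSR23 replicates 1 to 5. Xist, which is transcribed in females, had 9, 2, 919, 24 and 167 counts in WT and 14, 447, 1376, 691 and 1685 in KSR23. None of these 5 genes differed between the groups.

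The transcripts of the 2 subunits of IL-23 were examined in each library first. Il23a (chromosome 10, 128296139 to 128298752) had 14, 1, 11, 7 and 2 counts in WT and 34, 18, 8, 22 and 17 in KSR23. Its log2 fold change was 0.95 (SE 0.59, adjusted p = 0.27). Il12b (chromosome 11, 44400063 to 44414033) had 0, 4, 4, 5 and 3 counts in WT and 40, 11, 9, 20 and 40 in KSR23. Its log2 fold change was 2.32 (SE 0.66, adjusted p = 0.00364; quasi-likelihood adjusted p = 0.0441), and the CPM of the groups did not overlap. In replicates 1 to 3 alone Il12b was not called (log2 fold change 2.18, adjusted p = 0.295). Transcripts of the transgene and of the mouse's own genes were not separated by the counting.

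To find the genes that differed between KSR23 and WT jejunum, the 17632 genes were tested one by one. The likelihood ratio test called 3261 genes (18.5%), of which 1716 were higher and 1545 lower in KSR23. With an absolute log2 fold change above 2 there were 915 genes, 443 higher and 472 lower. The quasi-likelihood F test called 2711 genes (1493 higher and 1218 lower), 699 of them with an absolute log2 fold change above 2, and 2649 genes were called by both tests. Of the 3261 genes, 2176 had no overlap of CPM between the 5 WT and the 5 KSR23 libraries. Over all tested genes 14.4% had no overlap. By chance 0.794% is expected, but only if the 5 libraries of each group are exchangeable. The libraries other than replicates 1 to 3 lay between those of their group at most genes, which raises the share expected by chance. By how much was not measured, so the excess over 0.794% does not give the size of a group effect. The common biological coefficient of variation was 0.498. From replicates 1 to 3 alone, 579 genes were called by the likelihood ratio test (346 higher and 233 lower) and 140 by the quasi-likelihood test, the alternative that lowered the count most. Of the 579 genes, 560 were also among the 3261, each in the same direction. A model with 1 surrogate variable raised the count most, to 6234 genes.

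**Figure D3:**
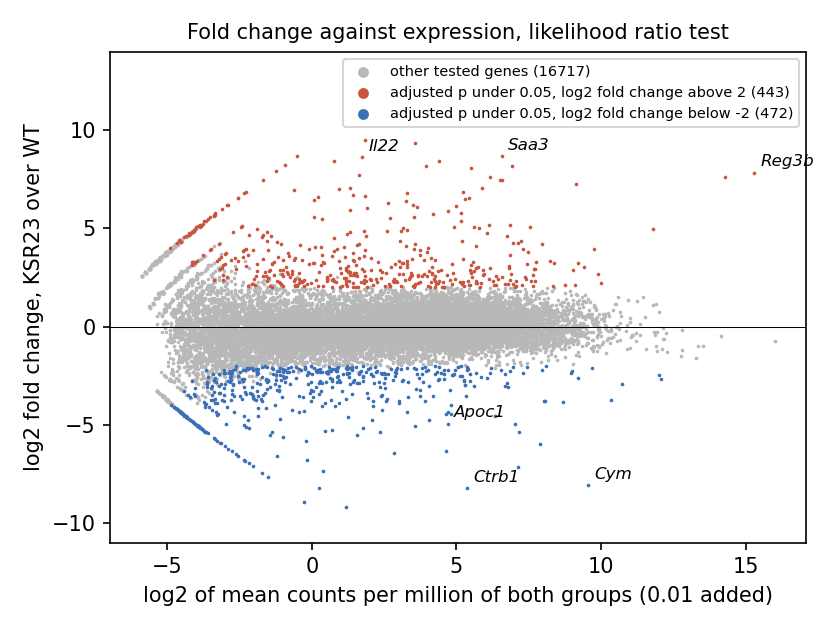
Log2 fold change of KSR23 over WT (vertical axis) against log2 of the mean CPM of both groups (horizontal axis), each point 1 of 17632 tested genes. Red points are the 443 genes with adjusted p under 0.05 and a log2 fold change above 2, blue points the 472 genes below -2, and the outermost diagonal bands of points at low expression are genes with no counts in 1 of the groups.

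**Figure D4:**
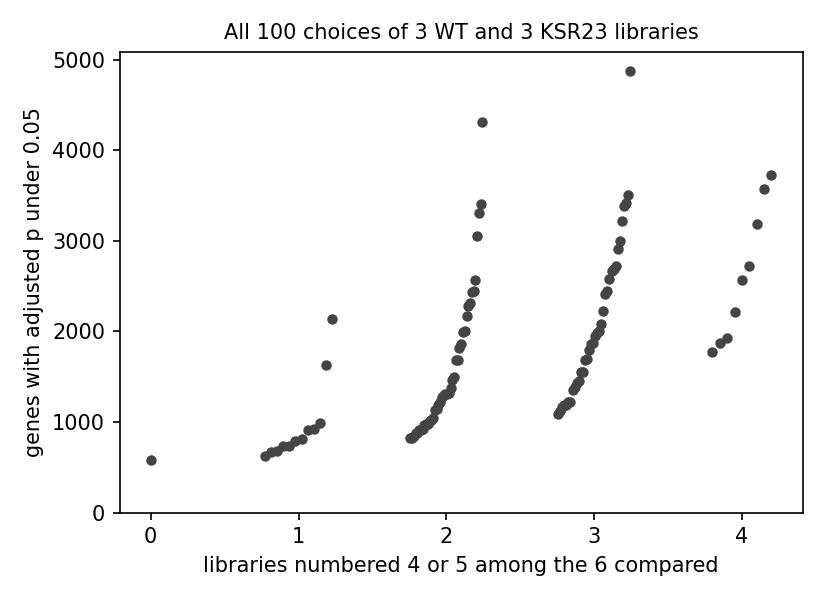
Number of genes at an adjusted p under 0.05 (vertical axis) in each of the 100 choices of 3 WT and 3 KSR23 libraries, by how many of the 6 libraries were numbered 4 or 5 (horizontal axis). Each point is a choice; replicates 1 to 3 of both groups gave 579 genes, and the median rose from 798.5 genes with 1 such library to 2572 with 4.

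Among the genes called with no overlap between groups and 5 or more counts in each library of the higher group, the 10 with the largest increase were Serpina10, Tat, Saa3, Taar7d, Il22, Saa1, Saa2, Cyp4a12b, Duox2 and B3galt5. The 10 with the largest decrease were Prss2, Olah, Ctrb1, A630076J17Rik, Cym, Aqp8, Amer2, AA792892, Csrp3 and S100b. The order follows the model's fold change, which is uncertain for genes at the floor in 1 group. Against the floor, Cyp4a12b was at least 9.84-fold higher, Amer2 at least 6.32-fold lower and AA792892 at least 5.7-fold lower. These were the lowest such bounds among the named genes. In replicates 1 to 3 alone all 20 were called by the likelihood ratio test and 13 by the quasi-likelihood test. Tat (chromosome 8, 109990437 to 109999803) had 0.0321 CPM in WT and 23.8 CPM in KSR23, with a log2 fold change of 9.34 (SE 0.78, adjusted p = 3.47e-38). Cym, which encodes the milk-clotting protease chymosin (chromosome 3, 107211293 to 107221732), fell from 30640 to 62009 counts in the WT libraries to 124 to 308 counts in the KSR23 libraries, a log2 fold change of -8.07 (SE 0.45, adjusted p = 1.86e-36). The values of some of these genes are uncertain because reads that fitted near-identical genes equally well entered no gene. The share of 75-base stretches found in another gene was 41.5% for Cyp4a12b, 34.0% for AA792892, 29.3% for Il22, 18.8% for Saa2, 18.7% for Saa1 and 18.4% for Taar7d. A630076J17Rik shared 83.7% and overlapped Prok1.

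The study measured cytokines in the serum of these mice. The genes of 5 such cytokines were examined in the jejunum. Il22 (chromosome 10, 118204942 to 118210047) had 0 or 1 count in each WT library and 137 to 329 counts in the KSR23 libraries. It was at least 64.2-fold higher in KSR23 (adjusted p = 5.08e-29; quasi-likelihood adjusted p = 1.23e-05), and also called in replicates 1 to 3 alone by both tests (adjusted p = 3.29e-12 and 0.0109). Ifng rose with a log2 fold change of 2.86 (SE 0.75, adjusted p = 0.00167), from 0.0853 ± 0.122 CPM in WT to 0.628 ± 0.305 CPM in KSR23 (SD, n = 5). WT replicate 5 had 8 counts of Ifng and the other WT libraries 0 to 2, and without replicate 5 the log2 fold change was 4.13. In replicates 1 to 3 alone that of Ifng was 4.3 (adjusted p = 0.00504; quasi-likelihood adjusted p = 0.163, not called). Il1b (log2 fold change -0.56, SE 0.50, adjusted p = 0.486) and Csf2 (0.36, SE 0.62, adjusted p = 0.757) did not differ beyond the spread between replicates, although Il1b was called lower with the share of Y-linked counts as a covariate (-1.70, adjusted p = 0.0468). Il17a had at most 3 counts in any library and was removed by the filter. Without a filter its log2 fold change was 1.71 (adjusted p = 0.503). The same 2 genes, Il22 and Ifng, were called when p-values were adjusted over the list alone.

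The Reg lectins and the epithelial defence genes commonly induced by IL-22 were then compared. The score of the Reg family rose by 3.29 on the log2 scale, from 3.94 ± 1.39 to 7.22 ± 0.68 (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0119), and each KSR23 library lay above each WT library. Over the 7 genes the median log2 fold change was 2.63, with 5 genes higher and 2 lower. Reg3b (chromosome 6, 78370657 to 78373466) rose from 354 ± 330 CPM in WT to 80200 ± 37800 CPM in KSR23 (SD, n = 5), a log2 fold change of 7.83 (SE 0.74, adjusted p = 3.77e-13). In replicates 1 to 3 alone the log2 fold change of Reg3b was 8.15 (adjusted p = 6.81e-06; quasi-likelihood adjusted p = 0.0727, not called). Reg3g had a log2 fold change of 7.59 (SE 0.71), Reg3d of 4.03 (SE 0.63) and Reg3a of 2.63 (SE 0.42), and all 3 were called. Reg4 was lower, from 238 ± 7.42 CPM to 61.4 ± 25.3 CPM (SD, n = 5; log2 fold change -1.96, SE 0.33, adjusted p = 4.79e-07). Reg1 (adjusted p = 0.277) and Reg2 (adjusted p = 0.742) did not differ, and the direction of Reg2 changed with the processing. The same 5 of 7 genes were called when adjusted over the list alone. In replicates 1 to 3 alone the likelihood ratio test called 5 of the 7 genes and the quasi-likelihood test 0.

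The score of the IL-22 response genes rose by 4.38, from -0.03 ± 0.21 to 4.34 ± 0.16 (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0119). Of its 17 genes 15 were called, all higher, by both tests over all genes and over the list alone by the likelihood ratio test, and in replicates 1 to 3 alone 12 were called by the likelihood ratio test and 7 by the quasi-likelihood test. Saa3 (chromosome 7, 46711998 to 46715700) rose from 0.471 ± 0.264 CPM to 190 ± 23.8 CPM (SD, n = 5), with a log2 fold change of 8.67 (SE 0.35, adjusted p = 5.83e-84). Duox2, Duoxa2, Fut2 and Nos2 had log2 fold changes of 8.15, 7.62, 6.84 and 6.07. Duoxa2 shared 40.1% of its stretches with other genes and overlapped Duoxa1. S100a8 (log2 fold change 0.08, adjusted p = 0.935) and S100a9 (0.42, adjusted p = 0.592) did not differ, and the direction of both changed with the processing.

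**Figure D5:**
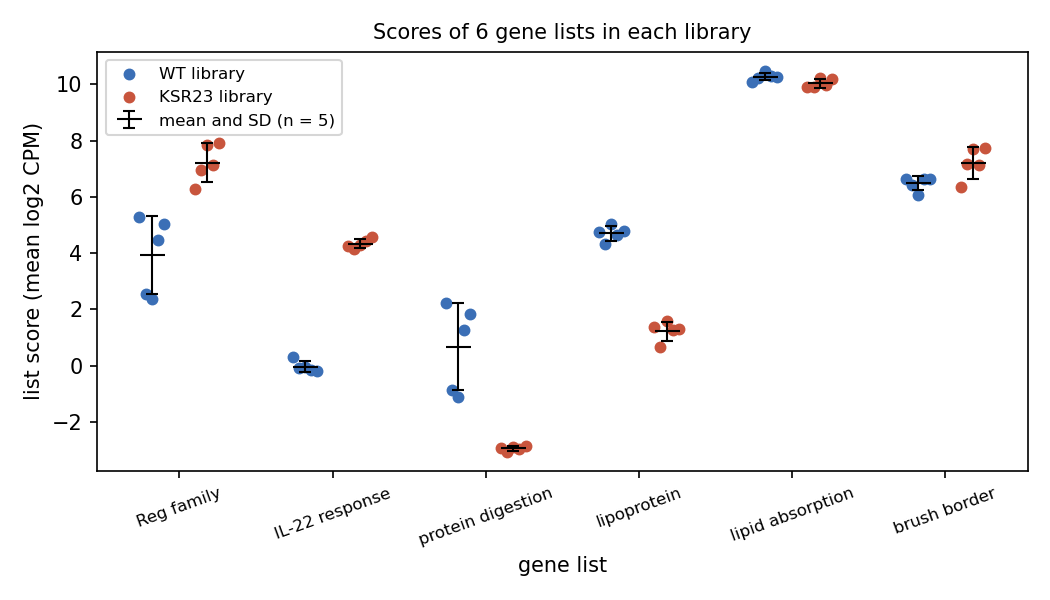
Scores of 6 gene lists (mean log2 CPM over the genes of the list, vertical axis) in each library. Blue points are WT and red points KSR23, black marks are the mean and SD of 5 libraries; the IL-22 response score was -0.03 in WT and 4.34 in KSR23, and the lipid absorption score 10.28 and 10.04.

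The study singled out genes of protein digestion and of very-low-density lipoprotein particles in these data, and both lists were lower in KSR23. The digestion score fell by 3.61, from 0.67 ± 1.55 to -2.94 ± 0.08 (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0119). All 12 genes were called by the likelihood ratio test, 10 by the quasi-likelihood test, and 6 and 1 in replicates 1 to 3 alone. Ctrb1 (chromosome 8, 111686519 to 111691010) was expressed evenly in WT (82.2 ± 7.73 CPM, SD, n = 5) and had 2 to 27 counts in the KSR23 libraries, a log2 fold change of -8.24 (SE 0.46, adjusted p = 3.96e-41). Prss2 (chromosome 6, 41521787 to 41525079) was uneven in WT, with 363, 8, 11, 147 and 170 counts in replicates 1 to 5, and had at most 1 count in a KSR23 library, at least 60.6-fold lower (adjusted p = 1.16e-09). Of the 12 genes, 10 had their highest count within WT in replicate 1. Prss1, Try4 and Try5 shared 37.4%, 43.2% and 37.0% of their stretches with other genes.

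The lipoprotein score fell by 3.47, from 4.71 ± 0.26 to 1.23 ± 0.34 (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0119). All 12 genes were called by both tests, and in replicates 1 to 3 alone 11 by the likelihood ratio test and 4 by the quasi-likelihood test. Aqp8 (chromosome 7, 123462291 to 123468004) fell from 279 ± 95.6 to 1.93 ± 1.54 CPM (SD, n = 5; log2 fold change -7.18, SE 0.48, adjusted p = 1.16e-27). Apoc1 (chromosome 7, 19689481 to 19692660) fell from 50.2 ± 10.1 to 1.65 ± 0.622 CPM (SD, n = 5; log2 fold change -4.94, SE 0.35, adjusted p = 1.09e-30). Apoc3, the most abundant of the list, fell from 7440 ± 1710 to 1180 ± 607 CPM (SD, n = 5; log2 fold change -2.66, SE 0.36, adjusted p = 3e-10).

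Lists of lipid uptake and of brush border genes, chosen without reference to the study's calls, changed less. The lipid absorption score fell by 0.24, from 10.28 ± 0.14 to 10.04 ± 0.15 (SD, n = 5; exact permutation p = 0.0476, adjusted p = 0.0476), and 3 of the 5 KSR23 libraries lay below each WT library. Of its 19 genes 4 were called over all genes and over the list alone, and 2 (Fabp2 and Cd36) by the quasi-likelihood test. Apoc2, Fabp1 and Fabp2 were lower (log2 fold change -1.01, -1.01 and -1.19) and Cd36 was higher (1.09), and none was called in replicates 1 to 3. Apoc2 shared 87.8% of its stretches with another gene. The brush border score rose by 0.75, from 6.48 ± 0.25 to 7.22 ± 0.57 (SD, n = 5; exact permutation p = 0.0397, adjusted p = 0.0476), and 4 of the 5 KSR23 libraries lay above each WT library. Of its 17 genes 9 were called, 7 higher and 2 lower, and 8 by the quasi-likelihood test, which did not call Lct. Enpep (log2 fold change 2.90, SE 0.37, adjusted p = 4.38e-11) and Mgam (2.69, SE 0.33, adjusted p = 2.51e-12) were higher, and Slc2a2 (-1.81, SE 0.46, adjusted p = 0.00212) was lower. Tmprss15 was higher (log2 fold change 5.51, adjusted p = 8.03e-05), with 0 counts in KSR23 replicate 1 and 138 to 796 in the other KSR23 libraries. In replicates 1 to 3 alone the groups overlapped in both scores. There, 3 brush border genes were called by the likelihood ratio test, all higher, and 0 by the quasi-likelihood test. Slc2a2 (likelihood ratio adjusted p = 0.197) and Tmprss15 (0.0586) were not called there.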

Values the study reported

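For the jejunum of 5-day-old KSR23 and WT pups, the study reported 698 genes at Q below 0.05 whose log2 fold change was beyond 2 in either direction. In serum of KSR23 mice it gave an IL-23 level about 2.5-fold that of controls and an IL-22 level of 4 ng/ml.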

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

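The tests of tissue region and of library depth in this part were chosen only after the results were seen. In a scan of 134 groups of 5 values, 6 values, in 4 libraries, stood apart from the other 4 of their group by Dixon's gap test, where 6.7 are expected by chance. Groups whose libraries were all at or under 3 counts were left out after a first look, since values at that floor have no order.

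In KSR23 replicate 1, Tmprss15 and Reg1 were low. Tmprss15 had 0 counts (log2 CPM -4.20) against 2.47 in the next library, and Reg1 had 886 counts (log2 CPM 3.67) against 6.70. A lower depth of this library is ruled out, since its 60.9 M counts were the highest of the group. Tissue from another part of the small intestine could lower both genes. A score of genes expressed in the proximal intestine was 4.00 in this library and 4.36 to 5.13 in the other KSR23 libraries, but the score of distal genes was 0.43, within the range of the others (-0.09 to 0.98), so the scores together did not bear this out. Single genes, named after their values were seen, pointed both ways. For another region, the proximal Onecut2 was low (155 counts, 778 to 1389 in the other KSR23 libraries) and the distal Fgf15 high (306, against at most 129). Against it, the proximal Gata4 (1829) and Slc40a1 (145289) were the highest of the group and the distal Slc10a2 (5) the lowest. Another region is therefore not excluded. Weighted sums of KSR23 replicates 1 to 3 gave 362 counts of Tmprss15 in replicate 4, which had 764, and 426 in replicate 5, which had 796. This was the only KSR23 library with Y-linked transcripts and hardly any Xist (9035 and 14 counts), and an effect of sex on the 2 genes was not tested.

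The other 4 values were small departures. In WT replicate 3, Apoc1 was the highest of its group (log2 CPM 6.08 against 5.59 in the next) and Lct the lowest (8.70 against 9.24). In WT replicate 1, Il12b had 0 counts (log2 CPM -4.20 against -2.58 in the next), a difference at the counting floor, since the other WT libraries had 3 to 5 counts. In KSR23 replicate 5, Cyp4a12b was the highest of its group (log2 CPM 0.958 against -0.11, 67 counts). As many departures as these are expected by chance, and no biological explanation was tested.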

How the results depend on the processing

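The fits to replicates 1 to 3, the thinning, the GC content offset, the Y-linked covariate and the removal of dominant genes were chosen after seeing the data. In none of the settings did a gene called both there and in the reported fit change direction. The reported 3261 genes (915 with an absolute log2 fold change above 2) were within 1.5 times in DESeq2 (3644 and 813), RLE size factors (3196 and 913), library totals (3272 and 891), no filter (3161 and 916), edgeR's own expression filter (3113 and 611), thinned counts (3218 and 910), the GC offset (3439 and 955), without dominant genes (3249 and 912) and the quasi-likelihood test (2711 and 699). Leaving out each library in turn gave from 2370 to 3802 genes and from 835 to 1078 above the fold threshold. The filter of 5 counts in every library kept 13181 genes and called 2899 and 395. The surrogate variable gave 6234 genes. The causes were not tested. The Y-linked covariate gave 1795 genes. Replicates 1 to 3 gave 579 and 509 genes, and 140 and 140 in the quasi-likelihood test.

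With the replicate number as a block, 2202 genes were called, 897 of them above the fold threshold. Same-numbered libraries were different animals, and their deviations from the group means had a mean correlation of -0.09. The single correlations ran from -0.55 (replicate 1) to 0.25 (replicate 2). Their mean therefore does not settle whether the numbers paired the libraries. The GC offset with the block gave 2533 genes and 966. The share of higher genes among the calls was 52.6% as reported, 43.2% with library totals, 44.3% with the GC offset and 40.5% with the GC offset and block. The share was 59.8% without KSR23 replicate 1, without KSR23 replicate 4 and in replicates 1 to 3. It was 70.7% in replicates 1 to 3 with the quasi-likelihood test. The GC offset moved the median of all log2 fold changes by -0.106, and by -0.146 with the block.

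Of the IL-23 subunits, 1 was called as reported and 0 with edgeR's own expression filter (which removed Il12b), in replicates 1 to 3 under both tests, and with the Y-linked covariate. With 5 counts in every library neither subunit was kept or tested. Of the serum cytokine genes, 2 were called as reported, 0 with 5 counts in every library (which kept only Il1b), 1 in the quasi-likelihood test on replicates 1 to 3, and 3 with the Y-linked covariate, where Il1b was also called (log2 fold change -1.70, adjusted p 0.0468, against 0.161 to 0.751 in the other settings). The adjusted p of Il12b ran from 0.00173 to 0.509 over the alternatives.

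The share of variance stayed between 29.0% and 54.7%, with an exact permutation p of at most 0.0159, except in replicates 1 to 3. There the exact permutation p was 0.2. With 3 against 3 it cannot go below 0.1, but another split of these libraries also gave as large a share. The IL-22 response, digestion and lipoprotein scores kept their direction and their side of the threshold in each setting run on all or 9 of the libraries, which shows no stability for the digestion and lipoprotein lists. With the median over genes the Reg score difference was 0.02, that of lipid absorption -0.14 and that of the brush border 0.34, none of them past the threshold. The median of a library can fall on different genes in the groups (in the Reg family, by mean CPM, on Reg1 in WT and Reg4 in KSR23), so these values do not follow a fixed gene. Across the 10 fits that each left out 1 library the brush border difference ran from 0.62 to 1.02 and that of lipid absorption from -0.29 to -0.15, and each lost significance in 7 of them.

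For 66 named genes, 1663 comparisons were made: 1532 kept direction and side of the threshold, 110 lost significance, 4 gained it and 17 reversed. The reversals were in 3 genes that were not called as reported. The log2 fold change of S100a8 was -0.01 with library totals, -0.02 with the surrogate variable, -0.19 in replicates 1 to 3 (both tests), -0.10 with the GC offset, -0.72 with the Y-linked covariate, and from -0.16 to 0.49 across the fits that each left out 1 library, negative in 4 of them. The log2 fold change of S100a9 was -0.02 in replicates 1 to 3 (both tests) and -0.45 with the Y-linked covariate. The log2 fold change of Reg2 was 0.46 with the block, 0.32 with the GC offset and block, 0.99 with the Y-linked covariate, and from -0.79 to 0.14 across the fits that each left out 1 library, positive in 1. The causes were not tested. Depth limits Il17a, which had at most 3 counts in any library.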

Other observations

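Of the tests in this part, those of thinning, GC content, shared reads, replicates 1 to 3, choices of 3 libraries, weighted sums and the intestinal regions were chosen only after the result was seen.

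Replicates 4 and 5 of both groups may hold RNA or cDNA of other animals of the same group. From replicates 1 to 3 alone, WT replicate 4 was closest to 43.8% of replicate 1 with 54.4% of replicate 2, and WT replicate 5 to 78.0% of replicate 1 with nearly all the rest from replicate 3. KSR23 replicate 4 was closest to 57.4%, 29.6% and 9.93% of replicates 1, 2 and 3, and KSR23 replicate 5 to 0.936%, 34.9% and 59.8%. Xist and Y-linked transcripts, which follow the sex of each animal, were not used in the fits and tested this. The weights over the other 4 libraries gave 5871 Y-linked counts in WT replicate 4, which had 5831, 4334 in WT replicate 5, which had 4471, and 4301 in KSR23 replicate 4, which had 4330. For Xist they gave 31, 173 and 582 counts, against 24, 167 and 691 observed. The largest of these 6 departures was 1.29-fold. Weights from replicates 1 to 3 alone, which were tried first, gave a largest departure of 1.54-fold (448 Xist counts in KSR23 replicate 4, against 691), beyond the limit of 1.5 set for the test. KSR23 replicate 5 was not among the 3 libraries with transcripts of both sexes. Its weights gave 1271 Xist counts against 1685 observed, a larger departure than the 1.29-fold above, and 91 Y-linked counts against 1 observed. Weights from replicates 1 to 3 gave 62 Y-linked counts there, which speaks against a share of replicate 1 or 4 in that library. WT replicate 5 (4471 Y-linked and 167 Xist counts) and KSR23 replicate 4 (4330 and 691) held transcripts of both sexes. WT replicates 1 and 2 and KSR23 replicate 1, at 4361 to 9035 Y-linked counts, had at most 14 Xist counts. This argues against transcripts of 1 animal only in WT replicate 5 and KSR23 replicate 4. For WT replicate 4 and KSR23 replicate 5 the sex-linked transcripts leave open whether other animals contributed.

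A gradient of tissue composition shared by the animals could also place libraries between others, but it would not set sex-linked transcripts. In WT replicate 5 and KSR23 replicate 4 the weights joined libraries of both sexes. With the weights over the other 4 libraries, which include the other library numbered 4 or 5, the departure was at most 1.19-fold. With weights from replicates 1 to 3 it was 1.04-fold (Y-linked) and 1.07-fold (Xist) in WT replicate 5. In KSR23 replicate 4 it was 1.01-fold (Y-linked) and 1.54-fold (Xist). The departures of at most 1.07-fold argue against a gradient as the only cause in these libraries. The 1.54-fold departure and those of KSR23 replicate 5 do not. A gradient alone would also not put transcripts of both sexes into WT replicate 5 and KSR23 replicate 4. A gradient is not excluded as a part of the cause there, or as the cause in WT replicate 4 and KSR23 replicate 5. Reads of X-linked copies counted at Y-linked genes are ruled out by the libraries with 1 Y-linked count, KSR23 replicates 3 and 5, which had 11465 and 16664 counts of the X-linked copies. A library made up only of reads assigned from other libraries during sequencing would leave counting noise only, and the smallest error was 1.98 times that of Poisson counting (1.95 times with weights from replicates 1 to 3). Reads assigned in addition to the library's own are not excluded by this. The weights do not tell pooled animals from transfer between samples before amplification. A few genes were not described: Reg1 had 5847 counts in KSR23 replicate 4, against 3919 given, and Prss1 had 57 in WT replicate 5, against 24. WT replicate 3 also held transcripts of both sexes (492 Y-linked and 919 Xist counts). Its weights gave 4208 and 51, with an error of 0.315, so no weighted sum of its group described it, and it was left out of the test for that reason.

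If replicates 4 and 5 are not independent, the counts of differing genes may be overstated, and the exact p-values from 5 animals per group may be too small. Replicates 1 to 3 gave 579 genes in place of 3261. Of the 100 choices of 3 and 3 libraries 1, that of replicates 1 to 3 itself, gave as few genes, but each other choice held a replicate numbered 4 or 5, so this does not isolate the number of libraries. The medians were 798.5, 1310, 1909 and 2572 genes with 1, 2, 3 and 4 libraries numbered 4 or 5, although single choices within these reached 2134, 4307, 4874 and 3728. Each of these medians, including that with 4 such libraries, was under 3261. In simulation with independent libraries, 3 against 3 called 158 genes where 5 against 5 called 183, a smaller fall than from 3261 to 579. That simulation changed 200 genes only, with known folds, so the share of the drop due to the number of libraries was not measured. In simulated counts with no difference between groups, mixing of this kind gave 2145 calls in the likelihood ratio test and 1170 in the quasi-likelihood test. The 560 genes shared with the fit to all libraries were seen in both fits, with the reservation that 3 libraries per group called 51% of the changed genes in simulation and 35.44% of those calls were unchanged genes.

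The genes that differ between WT and KSR23 were weighed against other explanations. Of the 16 splits that part all same-numbered pairs, 1, the real one, gave as many called genes, and 1 gave as many above the fold threshold. The next highest gave 819 genes. With 16 splits the share cannot go below 1 in 16, so this count alone does not exclude chance. Of 84 other splits drawn, which keep some same-numbered libraries together, none gave as many (highest 1764). Total counts differed between the groups (exact permutation p = 0.0238), but after thinning to the smallest library 3218 genes were called, 3082 of them among the 3261. Without genes above 1% of counts there were 3249, with 3246 among the 3261, and with the GC offset 3439, with 2939 among them. Among genes with 10% or less of their stretches shared, 18.8% were called, against 18.5% overall. The score of proximal intestinal genes differed by -0.51 (exact permutation p = 0.159) and that of distal genes by -0.28 (exact permutation p = 0.262), neither past the threshold and both in the same direction. Single genes were called: the proximal Cybrd1 (log2 fold change -1.71, adjusted p 1.75e-07) and Gip (-0.99, adjusted p 0.019) were lower and the distal Slc10a2 (2.79, adjusted p 0.0384) higher, so another intestinal region in KSR23 is not excluded. These 3 genes were named after their values were seen. Of the genes not called, the proximal Pdx1 (log2 fold change -0.49) and Onecut2 (-0.3) and the distal Fabp6 (1.38) pointed the same way. The proximal Gata4 (0.35) and Slc40a1 (0.56) and the distal Fgf15 (-1.81), Cyp2c55 (-0.25) and Nts (-0.13) pointed the other way. Unequal sexes remain a possible explanation for part of the genes, since 1795 were called with the Y-linked covariate, 1615 of them among the 3261. The differences can therefore not be told apart from effects of sex, of intestinal region and of dependent replicates for many genes. Il22, Saa3, Ctrb1, Aqp8 and Apoc1 were called in replicates 1 to 3 by both tests. That fit bears on the dependence of replicates 4 and 5, not on sex or intestinal region. WT replicate 3, which is part of it, also held transcripts of both sexes (492 Y-linked and 919 Xist counts). The fit may therefore not be free of mixed libraries.

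Pancreatic tissue carried over into some WT samples could account for part of the lower enzyme transcripts. Within groups, the score of 12 other acinar genes was compared with that of the digestion genes, with r = 0.683 (permutation p = 0.0988, adjusted 0.395) and rho = 0.624 (permutation p = 0.0716, adjusted 0.182) over 10 libraries. Without the 2 libraries farthest from the median r was 0.611. In replicates 1 to 3 (6 libraries) r was 0.818 (permutation p = 0.417). For 2 islet genes r was 0.555 (permutation p = 0.27) and rho 0.588 (permutation p = 0.091). The digestion score hardly varied within KSR23 (-3.07 to -2.84), so these relations rest mainly on the 5 WT libraries (3 in replicates 1 to 3). These 4 relations were computed together, and replicates 4 and 5 may not be independent of the others. None reached significance, so carry-over cannot be told apart from a change in the jejunum. Prss2 in WT replicates 4 and 5 (147 and 170 counts) is set against 172 and 243 given by the weights. Ctrb1, at 1996 to 3053 counts in each WT library, did not share the uneven pattern, and Sycn had 4 to 17 counts in WT libraries and 0 in KSR23 libraries. Against carry-over, Sycn had 17 counts in WT replicate 2, where Prss2 had 8. Pnlip had 0 counts in WT replicate 1, where Prss2 had 363, and at most 3 in any library, and Ctrc had at most 4. Ptf1a had 0 counts in each library. This cannot decide, since Prss2 itself had at most 363 counts and a gene of lower expression could go uncounted. These genes were named after their values were seen.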
